A study of Mus musculus with 12 samples. Its data were reported in "Slow Metabolism–Driven Amplification of Hepatic PPARγ Agonism Mediates Benzbromarone‐Induced Obesity‐Specific Liver Injury" (2024).

How the data were processed

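Primary mouse hepatocytes were profiled by RNA sequencing in 12 libraries, 3 in each of 4 groups. The groups were control, oleic acid (OA, a fatty acid that loads hepatocytes with lipid), benzbromarone (BBR, a uric acid-lowering drug) and BBR together with OA (BBR+OA). Group and replicate number were taken from the sample titles, and every library was assigned. Per the labels, total RNA was enriched for polyadenylated transcripts, fragmented, copied into cDNA with random primers and sequenced on an Illumina instrument. Whether the replicates came from separate mice or from separate wells of one preparation is not stated, so the spread reported here is the spread between labelled replicates.

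For every library the authors deposited one table of 22471 features with an estimated count and an FPKM value (fragments scaled by transcript length and library depth) for each feature. Of these features, 21911 carry Ensembl gene identifiers and 560 are assembled loci without one. The estimated counts that the authors deposited are not all whole numbers: 2862 features had a fractional count in at least 1 library. They were rounded to whole numbers here. The deposited FPKM values were read to check the files and were not tested, because they are already scaled by depth and length. The aligner, the quantification program and the genome build the authors used are not stated, nor is whether counting used the strand. Of the Ensembl identifiers, 99.71% were found in GENCODE mouse release 21 (GRCm 38), and coordinates and gene types below come from that annotation.

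Total counts per library ranged from 15485508 to 23668379, so that 1 count corresponded to between 0.0423 and 0.0646 CPM (counts scaled by library size). The floor of 3 counts, the upper limit that a count of 0 allows, lay between 0.127 and 0.194 CPM. These limits cover counting error only. Reads that match several near-identical genes cannot be reassigned from counts, so values of the thioesterase Acot1 and of members of the Cyp2b, Cyp2c, Cyp2d, Cyp3a, Cyp4a, Gst and Ugt families may include reads of paralogs.

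Each comparison was fitted on the 6 libraries of its 2 groups in edgeR 4.0.16 (R 4.3.3). Genes were kept by filterByExpr with its minimum count of 10, libraries were scaled by TMM, and genes were tested by the two-sided quasi-likelihood F test with Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p-value under 0.05. A second count took an unadjusted p-value under 0.05 with at least a 2-fold change. The difference between the BBR effect with OA and without OA, the interaction of BBR and OA, was tested on all 12 libraries. Standard errors (SE) of log2 fold changes were derived from the F statistic. Group values are TMM-scaled CPM with the SD over 3 libraries.

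The study used lists of PPAR target genes (PPARs are nuclear receptors that respond to fatty acids). They were taken over in mouse symbols, without entries that name no single gene, and tested as a whole and in 5 parts, together with 8 further lists, 14 lists in all. These lists, the tests and the rule for named genes were fixed before the data were examined. They covered all PPAR targets, their fatty acid oxidation, fatty acid synthesis and triglyceride synthesis members, targets assigned to PPAR gamma and not alpha and the reverse, the integrated stress response, NRF2 targets, cholesterol synthesis, markers of Kupffer, endothelial and stellate cells, secreted hepatocyte proteins, and all cytochrome P450 genes of families 1 to 3. Lists were tested with camera (limma 3.58.1) on voom values with a preset inter-gene correlation of 0.01, two-sided, adjusted over the 14 lists within a comparison. Another 6 lists were written after the first fits, without the genes that had prompted them, and were adjusted over all 20 lists: hypoxia-inducible genes, carbohydrate-response genes, clock output genes, clock activator-phase genes, acute-phase and inflammatory genes, and conjugating and other non-P450 drug enzymes (Gst, Ugt, Fmo and Adh genes). The pattern of the last list missed the Ugt genes when it was first tested, also as a fall, and was corrected afterwards. No list member had one group at or under the floor in every library.

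Genes named in the text followed the fixed rule. In each comparison these were the 3 largest rises and the 3 largest falls in log2 fold change among genes with an adjusted p-value under 0.05, a mean of at least 5 CPM in the higher group, and CPM values that did not overlap between the groups. Added to them was a fixed set of PPAR genes and PPAR targets, and of the P450 enzymes whose activity the study had assayed. Other genes named were chosen after their values were seen: the Kupffer cell markers C1qa, C1qb, C1qc, Cd68, Marco, Lyz2, Adgre1, Cd5l, Clec4f and Vsig4, and Pgk1, which belongs to 2 of the lists.

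The fits were tested on simulated counts drawn from the real means and library sizes. With a log2 change of 0.5 in 195 of 12443 genes, the quasi-likelihood test recovered 71.8% of them, and 6.67% of its calls were genes with no change. With a log2 change of 1 in 197 of 12447 genes it recovered 87.3%, and 8.51% of its calls were genes with no change. For the interaction with a log2 change of 0.5 in 200 of 12526 genes it recovered 53.5%, and 5.31% of its calls were genes with no change. In a simulation of 20 lists of 20 genes, the 1 list that was moved was called and 0 of the others were. Genes were drawn independently there, so it does not test how camera behaves when list members are correlated. All these simulations also moved far fewer genes than were called in the data, so recovery and false calls may differ there.

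Alternatives were DESeq2 1.42.0 with its own size factors, RLE and upper quartile scaling, no filter on low counts, a mean of at least 1 CPM, limma-voom, all 4 groups in one fit, the replicate number as a block, an adjusted p-value combined with a 2-fold minimum, and leaving out each replicate in turn. For lists, fry and camera with an estimated correlation were added. Chosen after seeing the data were a robust dispersion estimate and the removal of each library's trend with GC content. Figures were drawn with matplotlib 3.10.9.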

Results

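To examine how BBR alters the hepatocyte transcriptome in the presence and absence of lipid loading, RNA sequencing counts were analyzed from primary cultured mouse hepatocytes in 4 groups of 3 libraries: control, OA, BBR and BBR+OA. Total counts ranged from 15485508 (BBR replicate 2) to 23668379 (control replicate 3), and between 14745 and 15148 features had counts in a library. Mitochondrially encoded genes took 5.50% to 6.89% of counts, and the 10 most abundant features took 12.3% to 13.9%. In a principal component analysis of log2 CPM over 12742 genes, the first component carried 45.8% of the variance and the second 16.1%. Replicates differed by more than counting noise in all 12 pairs within groups, with chi-square to degrees of freedom ratios from 2.82 to 7.92. The biological coefficient of variation was 4.75% to 5.31% over the 4 comparisons.

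BBR was first compared with control to find the genes that the drug changed without added OA. Of 12555 genes tested, 3484 were changed at an adjusted p-value under 0.05 in edgeR, with 1661 higher and 1823 lower. Most of these changes were small, with a median absolute log2 fold change of 0.33 among the changed genes. Requiring a 2-fold change as well left 276 genes, the alternative that moved this count most. At an unadjusted p-value under 0.05 with at least a 2-fold change, 139 genes were higher and 158 lower.

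The largest rises with BBR were in genes of fatty acid metabolism. Acot1 (ENSMUSG00000072949, GRCm 38 chromosome 12, 84009490 to 84018371, plus strand, protein-coding), an acyl-CoA thioesterase, rose from 0.815 ± 0.195 to 9.25 ± 2.27 CPM (SD, n = 3), a log2 fold change of 3.53 (SE 0.23, adjusted p = 3.06e-08). The kinase gene Pdk4 (ENSMUSG00000019577, chromosome 6, 5483351 to 5496309, minus strand, protein-coding) rose from 9.77 ± 0.667 to 111.8 ± 6.52 CPM (SD, n = 3), a log2 fold change of 3.52 (SE 0.069, adjusted p = 2.97e-15). Ehhadh (ENSMUSG00000022853, chromosome 16, 21761287 to 21787807, minus strand, protein-coding), a peroxisomal oxidation enzyme, rose from 51.4 ± 2.40 to 446.4 ± 68.1 CPM (SD, n = 3), a log2 fold change of 3.13 (SE 0.087, adjusted p = 4.17e-13). The largest falls were in the glucose transporter Slc2a2 (ENSMUSG00000027690, chromosome 3, 28697903 to 28731359, plus strand), from 62.2 ± 13.6 to 12.1 ± 3.28 CPM (SD, n = 3, log2 fold change -2.35, SE 0.15, adjusted p = 2.72e-08), in Cpn2 (log2 fold change -2.03, SE 0.19, adjusted p = 8.40e-07) and in Slc16a12 (log2 fold change -1.87, SE 0.16, adjusted p = 4.08e-07). In each of these 6 genes the BBR and control libraries did not overlap.

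The same comparison was made in cells given OA, BBR+OA against OA, which addresses the effect of the drug in the presence of OA. Of 12278 genes tested, 563 were changed, with 240 higher and 323 lower. This count depended on single libraries and on the model. It was 216 without BBR+OA replicate 3 (109 higher, 107 lower) and 230 without BBR+OA replicate 2. It was 249 without OA replicate 2 (131 higher, 118 lower) and 373 without BBR+OA replicate 1. The count rose to 632 without OA replicate 3, and to 1333 with the replicate number as a block (578 higher, 755 lower). At an unadjusted p-value under 0.05 with at least a 2-fold change, 38 genes were higher and 35 lower. Acot1 rose from 0.890 ± 0.314 to 14.1 ± 0.968 CPM (SD, n = 3), a log2 fold change of 3.99 (SE 0.18, adjusted p = 8.19e-09). Ehhadh rose from 34.0 ± 1.29 to 272.9 ± 23.1 CPM (SD, n = 3), a log2 fold change of 3.00 (SE 0.067, adjusted p = 1.05e-12). The gluconeogenic gene Fbp2 (ENSMUSG00000021456, chromosome 13, 62836877 to 62858422, minus strand) rose by 2.22 on the log2 scale (SE 0.21, adjusted p = 2.48e-05). Cdh17, Mmp13 and Cyp26a1 showed the largest falls, with log2 fold changes of -1.58, -1.43 and -1.39 and adjusted p-values of 8.57e-05, 0.00131 and 0.00153.

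The effects of BBR with OA and without OA were then set against each other, in comparisons that share no library. Of 12155 genes tested in both, 338 were changed in both, where 158.8 would be shared if the calls were independent. The direction was the same for 265 of them (113 higher, 152 lower) and opposite for 73. Without BBR+OA replicate 2 or replicate 3 the 265 became 120, and without OA replicate 2 it became 157. With the replicate number as a block it became 578. Across genes, which are not independent replicates, the log2 fold changes correlated with Pearson's r = 0.273 and Spearman's rho = 0.219. The interaction of BBR and OA passed an adjusted p-value of 0.05 for 1551 of 12742 genes, 875 with a positive and 676 with a negative term. That excess of positive terms was not stable. The split was 782 and 761 with RLE scaling, 720 and 713 with DESeq2, and 704 and 721 after removal of the trend with GC content. It was 593 and 618 without BBR+OA replicate 1, 640 and 663 without BBR+OA replicate 2, and 546 and 595 without BBR+OA replicate 3. Without OA replicate 2 the interaction passed for 1027 (503 and 524), and without BBR replicate 2 for 1028. Of the 1541 interaction genes tested in both comparisons, 1251 had a smaller absolute BBR effect with OA and 290 a larger one. In 1039 of them the fitted BBR effects with OA and without OA had opposite signs, but only 231 of the 1541 were called with OA, and 73 were called in both comparisons with opposite signs.

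**Figure D1:**
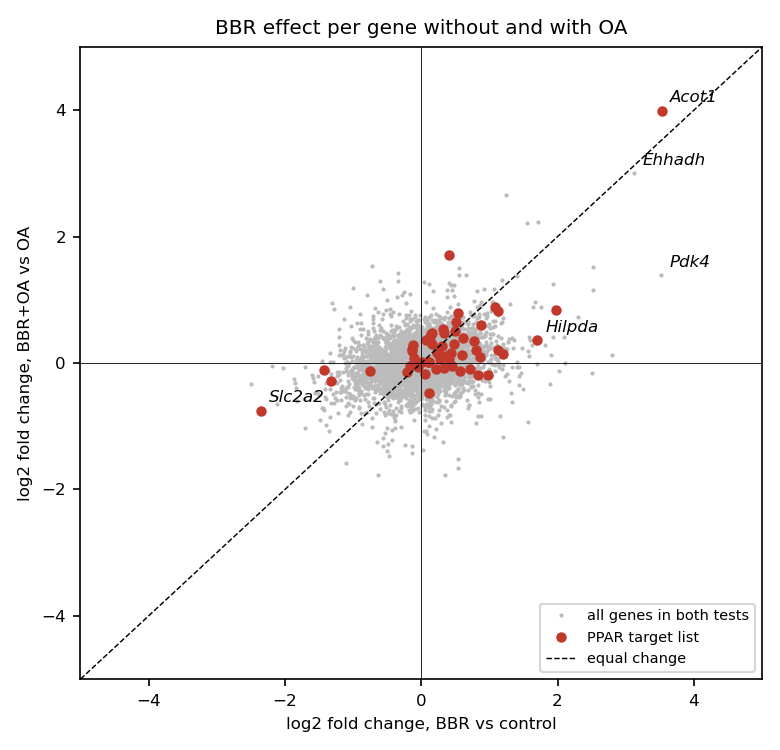
Each point is 1 of 12155 genes, with its log2 fold change for BBR against control on the horizontal axis and for BBR+OA against OA on the vertical axis, where red points are the 58 PPAR list genes tested in both, and the dashed line marks equal change. Most points lie closer to the horizontal axis than to the dashed line, Acot1 and Ehhadh lie near that line, and Pdk4 lies at 3.52 without and 1.39 with OA.

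PPAR target genes were tested as lists because the study examined PPAR signaling. All 65 listed genes were in the files and 58 were tested. With BBR against control their median log2 fold change was 0.31, with 33 genes higher and 6 lower over all genes tested, and 34 higher and 9 lower adjusted over the list alone (camera, adjusted p = 6.21e-10). With BBR+OA against OA the median was 0.15, with 22 higher and 3 lower over all genes tested, and 23 higher and 6 lower adjusted over the list alone (camera, adjusted p = 3.57e-10). Since the study drew on this list when it analyzed these libraries, the count adjusted over the list alone is not independent evidence. Of the camera alternatives, an estimated correlation moved these values most, to an adjusted p of 0.0164 without OA and 0.0695 with OA, where the call was lost. The list differed between the BBR effects with and without OA by a median of -0.064 (camera on the interaction, adjusted p = 0.0247). Changed in the same direction in both BBR comparisons were 18 list genes, of which 17 rose and 1 (Slc2a2) fell.

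The fatty acid oxidation targets rose in both comparisons, with medians of 0.32 without OA (13 of 20 higher and 0 lower, adjusted p = 4.27e-08) and 0.43 with OA (12 of 20 higher and 1 lower, adjusted p = 3.11e-17), and the interaction was not past the threshold (adjusted p = 0.953). Targets assigned to PPAR gamma and not alpha rose without OA (median 0.51, 13 of 20 higher and 4 lower, adjusted p = 1.76e-05). With OA the median was 0.069 and the list was not past the threshold (adjusted p = 0.0666), although fry called it (adjusted p = 0.0386), as did camera without BBR+OA replicate 1 (adjusted p = 0.0129). The interaction for this list had a median of -0.37 (adjusted p = 6.13e-05). Triglyceride synthesis targets rose in both comparisons, with medians of 0.57 without OA (adjusted p = 6.92e-06) and 0.12 with OA (adjusted p = 0.00405), and with an interaction median of -0.29 (adjusted p = 1.80e-04). Targets assigned to PPAR alpha and not gamma rose by a median of 0.24 (adjusted p = 7.55e-04) and 0.064 (adjusted p = 0.00342), and their interaction was not past the threshold (adjusted p = 0.676). Fatty acid synthesis targets were not past the threshold in either BBR comparison (adjusted p = 0.118 and 0.655). With an estimated correlation camera no longer called the triglyceride synthesis targets with OA (adjusted p = 0.103). The same held for the targets of alpha and not gamma without OA (0.0541) and with OA (0.164).

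Among single PPAR targets, the lipid droplet genes Plin2, Hilpda and Cidec were higher with BBR in both settings. Plin2 (ENSMUSG00000028494, chromosome 4, 86648386 to 86670060, minus strand) rose from 971.2 ± 57.0 to 1645 ± 80.5 CPM without OA (SD, n = 3, log2 fold change 0.77, SE 0.057, adjusted p = 9.67e-08) and from 1271 ± 31.7 to 1628 ± 39.9 CPM with OA (SD, n = 3, log2 fold change 0.36, SE 0.045, adjusted p = 4.04e-04). Hilpda rose from 34.0 ± 3.46 to 109.9 ± 8.51 CPM without OA (log2 fold change 1.70, SE 0.071, adjusted p = 1.86e-10) and from 64.3 ± 1.33 to 82.9 ± 1.41 CPM with OA (log2 fold change 0.36, SE 0.048, adjusted p = 5.66e-04). Cidec rose by 1.07 without OA and 0.89 with OA on the log2 scale (adjusted p = 6.74e-05 and 3.27e-05). Cpt1a, Angptl4, Cyp4a10 and Pdk4 were also higher in both settings, with log2 fold changes from 0.44 to 3.52. Cd36 rose by 1.12 without OA and 0.82 with OA, and the second call was lost without OA replicate 2 (log2 fold change 0.75), OA replicate 3 (0.80), BBR+OA replicate 1 (0.58) or BBR+OA replicate 3 (0.91). Cidea rose by 0.40 without OA (adjusted p = 0.00247) and was not called changed with OA (log2 fold change 0.042, adjusted p = 0.858). Its interaction was not past the threshold (adjusted p = 0.0947).

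The PPAR genes themselves were not found to rise with BBR. Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399, plus strand) was at 12.8 ± 0.742 CPM in control and 12.7 ± 1.15 CPM in BBR libraries (SD, n = 3), a difference smaller than the spread (log2 fold change -0.0082, SE 0.094, adjusted p = 0.960). It was at 8.27 ± 0.413 CPM in OA and 6.59 ± 0.666 CPM in BBR+OA libraries (SD, n = 3, log2 fold change -0.33, SE 0.12, adjusted p = 0.136). OA against control lowered it (log2 fold change -0.62, SE 0.096, adjusted p = 1.29e-04), as did BBR+OA against BBR (log2 fold change -0.94, SE 0.11, adjusted p = 1.53e-05). Ppara was not called changed by BBR without OA (log2 fold change 0.078, adjusted p = 0.752) or with OA (-0.11, adjusted p = 0.696), and rose with OA against control (0.62, adjusted p = 8.71e-04). Ppard was not past the threshold in any of the 4 comparisons (adjusted p from 0.103 to 0.554), although it was called lower with OA against control under upper quartile scaling (log2 fold change -0.20) and with the replicate block (-0.16).

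**Figure D2:**
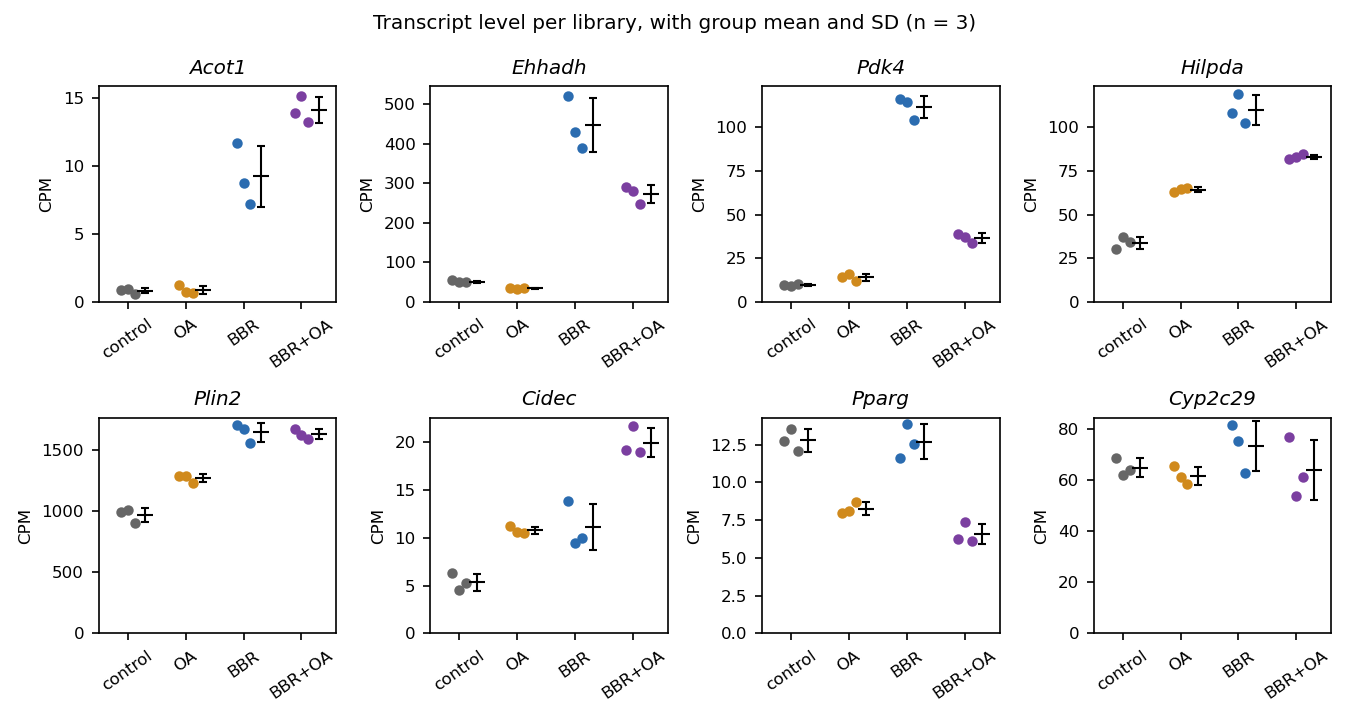
CPM of 8 genes in each of the 12 libraries, by group, with points for libraries and bars for the group mean and SD (n = 3), on axes that start at 0. Acot1, Ehhadh, Pdk4, Hilpda and Plin2 are higher in the 3 BBR libraries than in the 3 control libraries, Pdk4 reaches 111.8 CPM with BBR and 36.7 CPM with BBR+OA, and Pparg is lower in the groups with OA.

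Cytochrome P450 enzymes of families 1 to 3 metabolize drugs, and the study followed them because BBR is cleared by this route. For BBR against control the study also reported cytochrome P450 pathways as enriched among its downregulated genes. The list tested here holds P450 genes of families 1 to 3 only, a set that may differ from those pathways. Of 63 such genes in the files, 33 were tested with BBR against control and 32 with BBR+OA against OA. As a list they were not called changed without OA (median -0.030, 4 higher and 8 lower over all genes tested, 4 higher and 9 lower adjusted over the list alone, camera adjusted p = 0.567). With OA they were not past the threshold either (median -0.017, 0 higher and 2 lower over all genes tested, 0 higher and 3 lower adjusted over the list alone, adjusted p = 0.144), although the adjusted p was 0.0129 without BBR+OA replicate 1 and 0.0496 without OA replicate 3. Cyp2c29 (ENSMUSG00000003053, chromosome 19, 39269405 to 39330713, plus strand) was at 64.9 ± 3.58 CPM in control and 73.3 ± 9.73 CPM in BBR libraries (SD, n = 3, log2 fold change 0.19, SE 0.076, adjusted p = 0.0826), and at 61.7 ± 3.47 CPM in OA and 64.0 ± 11.9 CPM in BBR+OA libraries (SD, n = 3, log2 fold change 0.054, SE 0.098, adjusted p = 0.818). Cyp3a11 rose with BBR without OA (log2 fold change 0.34, SE 0.059, adjusted p = 3.99e-04) and was not called changed with OA (0.074, adjusted p = 0.553). Cyp2c37 and Cyp1a2 were not past the threshold in either BBR comparison, nor was Cyp2d9 (adjusted p = 0.0899 without OA and 0.611 with OA). For BBR against control, Cyp2d9 was called lower with the replicate block (log2 fold change -0.18) and without BBR replicate 1 (-0.27), and Cyp2c29 was called higher with the block (0.18) and without BBR replicate 3 (0.29).

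OA was compared with control, and BBR+OA with BBR, for the effect of OA as it was given. In the study OA was pre-incubated with bovine serum albumin, and no albumin vehicle is described for wells without OA. An effect of albumin can therefore not be told apart from that of OA in any comparison of groups with and without OA, the interaction included. OA changed 5311 of 12418 genes (2643 higher, 2668 lower) and BBR+OA against BBR changed 4826 of 12416 (2496 higher, 2330 lower). Requiring a 2-fold change as well left more falls than rises, 216 higher and 401 lower with OA. For BBR+OA against BBR it left 241 higher and 309 lower. In both of these comparisons 3121 genes were changed, 2960 in the same direction, and across genes the log2 fold changes correlated with Pearson's r = 0.723 and Spearman's rho = 0.612. With upper quartile scaling the split became 2077 higher and 3216 lower for OA, and 1976 higher and 2870 lower for BBR+OA against BBR. The receptor gene Adgrg2 (ENSMUSG00000031298, chromosome X, 160390690 to 160498070, plus strand) rose from 0.109 ± 0.154 to 8.92 ± 1.49 CPM with OA (SD, n = 3, adjusted p = 1.44e-08), with 0, 6 and 1 counts in the control libraries, so that its fold change is poorly determined. Cyp2b10 rose from 0.859 ± 0.136 to 12.3 ± 2.24 CPM (SD, n = 3, log2 fold change 3.83, SE 0.19, adjusted p = 3.52e-09), and Eif4ebp3 rose by 3.52 on the log2 scale (SE 0.21, adjusted p = 1.44e-08). Serpina7, Abca8a and Col4a5 showed the largest falls, with log2 fold changes of -2.42, -2.32 and -2.15 and adjusted p-values of 4.50e-10, 1.56e-07 and 1.66e-06. In BBR+OA against BBR, Adgrg2 and Cyp2b10 were again among the largest rises, together with the urea cycle gene Cps1 (ENSMUSG00000025991, chromosome 1, 67123026 to 67231259, plus strand, from 9.70 ± 2.20 to 192.8 ± 12.5 CPM, SD, n = 3, log2 fold change 4.29, SE 0.097, adjusted p = 1.12e-12). The largest falls there were in Sema7a, Htr2b and Cdh17, with log2 fold changes of -2.53, -2.53 and -2.51.

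The remaining lists were tested in the same way. Integrated stress response genes rose with OA against control (median 0.76, 18 of 20 higher, adjusted p = 3.76e-12) and with BBR+OA against BBR (median 0.69, 17 of 20 higher, adjusted p = 3.99e-14), and were not called changed by BBR without OA (adjusted p = 0.643) or with OA (adjusted p = 0.839). NRF2 targets fell in both OA comparisons (medians -0.40 and -0.43, with 15 and 16 of 20 lower, adjusted p = 2.66e-06 and 1.26e-07). They were not past the threshold with BBR alone (adjusted p = 0.0538), although they were past it under fry (0.0396) and without control replicate 1 (0.00895) or BBR replicate 2 (0.0211). They were lower with BBR+OA against OA (median -0.15, adjusted p = 8.51e-04), a call made neither by fry (adjusted p = 0.183) nor with an estimated correlation (0.365). Cholesterol synthesis genes rose with BBR without OA (median 0.15, 10 of 20 higher and 2 lower, adjusted p = 0.00320) and fell with BBR in the presence of OA (median -0.18, 0 higher and 7 lower, adjusted p = 3.25e-09). They rose with OA against control (median 0.36, adjusted p = 2.01e-06) and were not called changed with BBR+OA against BBR (adjusted p = 0.640). With an estimated correlation camera lost the calls of both OA comparisons for the stress response (adjusted p = 0.128 and 0.0795) and the NRF2 targets (0.170 and 0.288). It also lost those for cholesterol synthesis with BBR against control (0.365), BBR+OA against OA (0.103) and OA against control (0.170).

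In the OA comparisons, fatty acid synthesis targets fell (medians -0.22 and -0.32, adjusted p = 0.0250 and 0.00728). Targets assigned to PPAR gamma and not alpha rose with OA against control (median 0.39, adjusted p = 0.00148), as did triglyceride synthesis targets (median 0.15, adjusted p = 0.0250). Neither was past the threshold with BBR+OA against BBR (adjusted p = 0.850 and 0.817). With an estimated correlation camera lost the calls for fatty acid synthesis in both OA comparisons (adjusted p = 0.170 and 0.849). It also lost those with OA against control for the targets of gamma and not alpha (0.128) and for triglyceride synthesis (0.170). All PPAR targets together, the fatty acid oxidation targets and the targets of alpha and not gamma were not past the threshold of camera in either OA comparison (adjusted p from 0.363 to 0.886), nor were the P450 families (adjusted p = 0.822 and 0.640). Camera asks whether a list moved more than other genes, and members of the whole PPAR list moved both ways, 19 of 58 higher and 18 lower with OA against control, and 16 higher and 23 lower with BBR+OA against BBR. Fry asks whether a list as a whole shifted up or down, without setting it against other genes. As used here it does not test movement both ways. It called the whole list (adjusted p = 0.00568 and 0.0383) and the fatty acid oxidation targets (0.00458 and 0.0458) in both OA comparisons. With BBR+OA against BBR it also called the targets of alpha and not gamma (0.0360). Kupffer cell markers were past the threshold with BBR+OA against OA only (median 0.30, adjusted p = 0.0486), with 0 single genes called. For these markers the call was lost under fry (adjusted p = 0.262), with an estimated correlation (0.379) and with the replicate block (0.0710). It was also lost for these markers without OA replicate 2 (0.242), OA replicate 3 (0.0560) or BBR+OA replicate 1 (0.228). In the other 3 comparisons their adjusted p was 0.474, 0.911 and 0.996. Endothelial markers (adjusted p from 0.241 to 0.886), stellate markers (from 0.655 to 0.944) and secreted hepatocyte proteins (from 0.0914 to 0.886) were not past the threshold of camera in any of the 4 comparisons. Fry called the secreted proteins with BBR against control (0.0396), OA against control (0.0240) and BBR+OA against BBR (0.0178), and for the last of these camera called them with the replicate block (0.0225) and without BBR replicate 1 (0.0172), BBR replicate 2 (0.0446) or BBR+OA replicate 1 (0.0420). Of 70 tests of the 14 fixed lists, interactions included, camera called 27. Fry also called 25 of these, and camera with an estimated correlation 8.

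**Figure D3:**
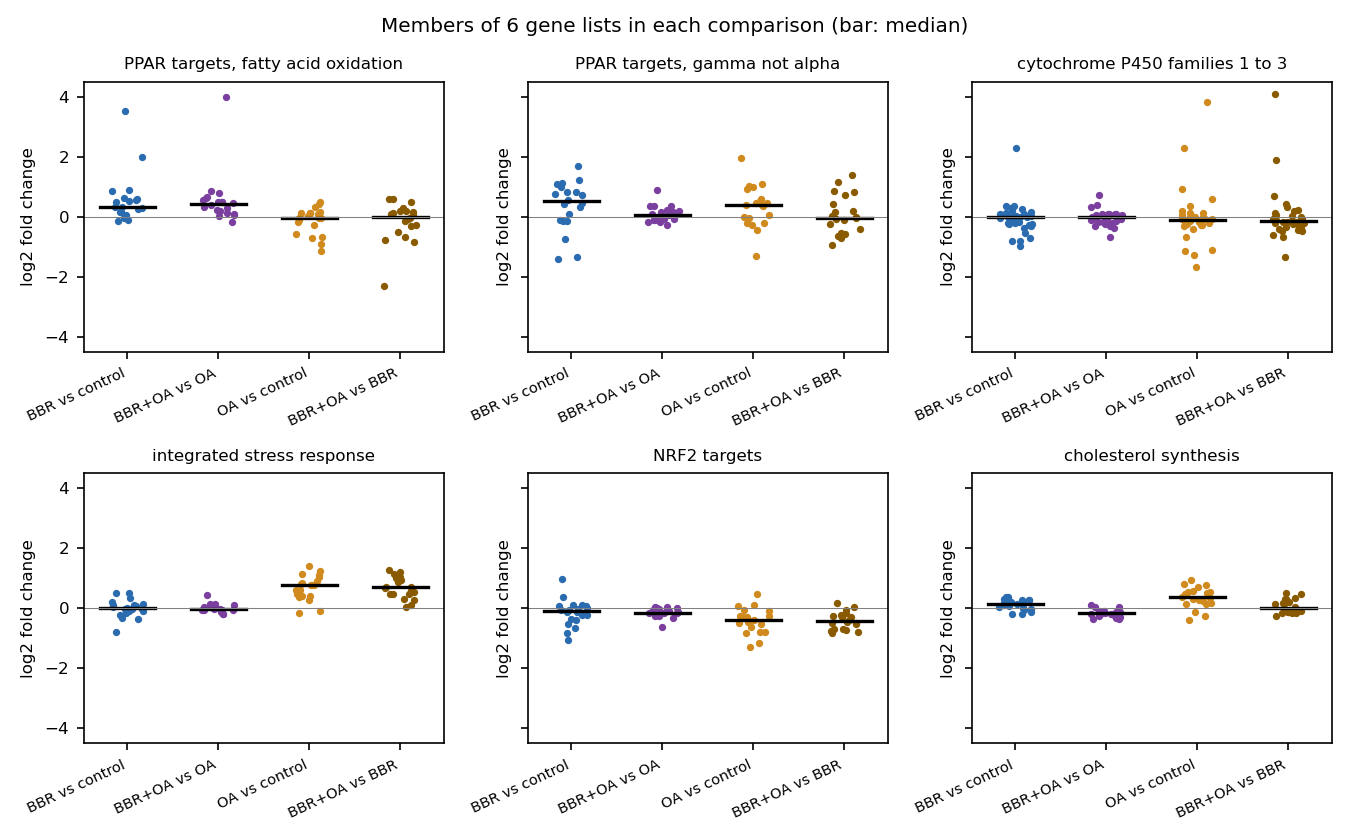
Log2 fold changes of the members of 6 gene lists (points) in the 4 comparisons, with a bar at the median. The fatty acid oxidation targets have medians of 0.32 and 0.43 in the BBR comparisons, the integrated stress response medians of 0.76 and 0.69 in the OA comparisons, and the cholesterol synthesis medians lie at 0.15 for BBR and -0.18 for BBR+OA against OA.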

Values the study reported

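In the study, hepatocytes received BBR at 15 µM, with or without OA at 0.2 mM, over 16 h. For BBR against control, 333 upregulated and 339 downregulated genes were reported.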

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

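Chosen only after the result was seen were the regrouping of residuals, the removal of the trend with GC content from the interaction, the tests of the BBR effect kept by genes that OA had moved, and both tests of PPAR activation as the source of the rise in hypoxia-inducible genes.

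The effect of BBR differed with OA and without OA by a test of the difference itself, with 1551 genes past an adjusted p-value of 0.05. Shuffling the OA labels within the BBR-treated and within the untreated libraries gave as many genes in 4 of 100 regroupings, the real one included, but these regroupings also move the effect of OA itself, so they do not show what chance gives. With the separate effects of OA and BBR held in place and only the residuals regrouped, 1 of 100 residual regroupings gave as many genes, the real one. Less power with OA is argued against. The 500 genes with the largest difference between 1 BBR and 1 control library had, in the remaining libraries, a median change with OA of 0.157 to 0.173 times that without OA over the 3 choices of libraries, of which only the first had been planned. Lower depth with OA is argued against as well, since BBR against control still gave 3295 genes after its deeper libraries were thinned to the lowest depth with OA, that of BBR+OA replicate 3. BBR replicate 2, the shallowest of all 12 libraries, was already below that depth and was left as it was. A trend with GC content is argued against, since 1425 interaction genes were left after its removal, against 1495 with limma-voom alone.

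In the study OA was added together with the compounds, so no move by OA is known to have come first. OA may still move the same genes in the same direction by itself, leaving less for BBR to change. The planned test went with this explanation. With separate libraries for each effect, OA moved from 63.6% to 73.0% of those 500 genes the same way as BBR, although the plan named the genes called changed and not these. A further test also went with it, by a small margin: genes that OA moved the same way kept less of their BBR effect than genes it moved the other way, by a difference in share of -0.058 to -0.00042. Another test was chosen after these outcomes, and it argues against this explanation as the whole cause. Genes that OA moved the other way by at least 0.3 (log2) kept at most 0.188 of their BBR effect, where most of it should be left, and those moved the same way kept from 0.102 to 0.147. A move by OA itself in the same direction therefore stays open as a part of the difference. An action of OA on the response to BBR stays open as well. A lower free concentration of the drug in medium with OA and its albumin was not tested. By itself it would not be thought to reverse effects, and 73 genes were called in both comparisons with opposite signs.

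Among the 14 fixed lists, 5 had BBR effects that differed with OA. The median interaction was -0.064 for all PPAR targets, -0.29 for the triglyceride synthesis targets, -0.37 for the targets of PPAR gamma and not alpha, -0.37 for cholesterol synthesis and 0.010 for secreted hepatocyte proteins. The difference for all PPAR targets was no longer past the threshold without OA replicate 3 (adjusted p = 0.0566) without BBR+OA replicate 1 (0.0669) or with an estimated correlation (0.137). The difference for the secreted proteins was lost with an estimated correlation (0.431) and in 6 of the 12 fits that each left out one replicate, which were those without control replicate 2 (0.0624), OA replicate 2 (0.0922), BBR replicate 3 (0.220), BBR+OA replicate 1 (0.0544), BBR+OA replicate 2 (0.0784) and BBR+OA replicate 3 (0.0666). No explanation for these list differences beyond those above was tested.

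Hypoxia-inducible genes, a list written after the first fits, rose with BBR against control (20 of 23 higher and 1 lower, median 0.48, camera adjusted p = 2.99e-16). They also rose with OA against control (median 0.23, adjusted p = 2.61e-04). With BBR+OA against OA the median was 0.036 (adjusted p = 0.0634), and the list was past the threshold there with the replicate block (0.0230) and without OA replicate 2 (0.00662) or BBR+OA replicate 1 (0.00145), while the interaction had a median of -0.42 (adjusted p = 2.00e-16). With an estimated correlation camera called neither the rise with BBR (adjusted p = 0.148) nor that with OA (0.315) nor the interaction (0.105). A trend with GC content is argued against, since the adjusted p was 2.12e-16 for BBR against control after its removal. PPAR activation alone could be the source. The test first set for it asked whether the list stayed as high in BBR+OA as in BBR libraries. The list was lower by a median of -0.17 (camera adjusted p = 3.55e-04), which goes against the explanation, but fry did not call it (adjusted p = 0.0559). In the test that replaced it, the targets of PPAR gamma and not alpha, which share Pgk1 with this list, had an interaction of -0.37 in the same direction, while the fatty acid oxidation targets had one of 0.12 that was not past the threshold (adjusted p = 0.953). Because the PPAR lists differ among themselves, PPAR activation and a response to low oxygen or altered respiration cannot be told apart here.

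Carbohydrate-response genes, also written after the first fits, fell with BBR against control (10 of 14 lower and 2 higher, median -0.36, adjusted p = 0.00150). With BBR+OA against OA the median was -0.091 (adjusted p = 0.0205), a call lost under fry (0.248) and without OA replicate 3 (0.128) or BBR+OA replicate 2 (0.0805). The interaction had a median of 0.30 (adjusted p = 0.0490). With an estimated correlation none of these calls was made (0.354, 0.365 and 0.515). The interaction was not called by fry (adjusted p = 0.169) and was lost in 6 of the 12 fits that each left out one replicate, which were those without control replicate 1 (0.0533), control replicate 3 (0.163), OA replicate 2 (0.101), BBR replicate 1 (0.0633), BBR replicate 2 (0.0729) and BBR+OA replicate 3 (0.111). No explanation was tested for this list.

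Conjugating and other non-P450 drug enzymes fell with BBR against control (15 of 41 lower and 1 higher, median -0.15, adjusted p = 5.93e-06). They were not past the threshold with BBR+OA against OA (median -0.0055, adjusted p = 0.839), and the interaction had a median of 0.28 (adjusted p = 2.91e-05). With an estimated correlation camera called neither the fall (adjusted p = 0.112) nor the interaction (0.249). A trend with GC content is argued against, since the adjusted p was 4.98e-06 after its removal. NRF2 targets, some of which are in this list, are argued against as its carriers, since the other 36 members gave 8.77e-06. Reads shared between paralogs are argued against, since summing the counts of each subfamily left an adjusted p of 0.00138, with 9 of 10 subfamilies lower. Of these 9, 5 were called changed as sums, and so was the 1 subfamily that rose. Ugt2b and Gstt fell most as sums (log2 fold changes -0.52 and -0.51) and Ugt2a rose (0.20). The list was first tested without its Ugt members, also with a fall. A fall in these enzymes with BBR may therefore be biological, as a hypothesis found and tested on the same data. OA against control lowered the list too (27 of 42 lower, median -0.38, adjusted p = 4.27e-07), a call lost with an estimated correlation (0.219). With BBR+OA against BBR the median was -0.17 (17 of 41 lower and 5 higher, adjusted p = 0.0468). That call was lost under fry (0.0743), with an estimated correlation (0.695), and without BBR replicate 1 (0.0755) or BBR+OA replicate 1 (0.123).

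Among the genes named by the rule, 12 had BBR effects that differed with OA (edgeR interaction, adjusted p under 0.05). The interaction term was negative for Pdk4 (-2.12), Plin2 (-0.40), Hilpda (-1.33), Cyp26a1 (-0.87), Sema7a (-2.67) and Htr2b (-1.71). It was positive for Slc2a2 (1.61), Cpn2 (1.97), Slc16a12 (1.62), Serpina7 (0.99), Abca8a (1.22) and Cps1 (0.98). For Pdk4, Hilpda and Plin2 the BBR effect was smaller with OA than without, as given above, while for Acot1 and Ehhadh it was not shown to differ (adjusted p = 0.488 and 0.615). No explanation was tested for single genes.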

How the results depend on the processing

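The counts of changed genes in the 4 comparisons and the interaction stayed within 1.5 times of the reported ones under DESeq2, RLE and upper quartile scaling, no filter, a mean of at least 1 CPM, limma-voom, a robust dispersion and the removal of the trend with GC content. So did those of the 4 comparisons with all 4 groups in one fit, a setting that does not apply to the interaction, already fitted on all 12 libraries. The median log2 fold change of all genes lay between -0.052 and 0.013 over all settings and comparisons. Its sign was not stable. With RLE scaling it went from -0.00085 to 0.0022 for BBR against control, and from 0.012 to -0.0034 for the interaction. The lowest value was that of OA against control with upper quartile scaling, against -0.0060 with TMM, where the split of higher and lower genes also moved. Adding a 2-fold minimum to the adjusted p-value left 276 genes for BBR against control, 31 for BBR+OA against OA, 617 for OA against control, 550 for BBR+OA against BBR and 161 for the interaction, by its construction.

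Counts based on an unadjusted p-value and a 2-fold change depended on the filter on low counts. For BBR against control they were 510 with no filter and 195 with a mean of at least 1 CPM, against 297. For BBR+OA against OA they were 222 and 38, against 73, and 116 with all 4 groups in one fit. With an adjusted p-value the 73 became 31. The number of genes tested differs between these filters by construction. The correlation of BBR effects was 0.035 with no filter, against 0.273, and lay between 0.203 and 0.318 in the 12 fits that each left out one replicate; genes near the floor enter without a filter.

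Leaving out each replicate in turn gave from 2598 to 3240 genes for BBR against control, from 216 to 632 for BBR+OA against OA, from 4270 to 5273 for OA against control, from 4012 to 4378 for BBR+OA against BBR and from 1027 to 1679 for the interaction. The genes changed in both BBR comparisons numbered from 120 to 264. At an unadjusted p-value with a 2-fold change there were from 309 to 404 without OA and from 93 to 126 with OA. The adjusted count for BBR+OA against OA was lowest without BBR+OA replicate 3. Some counts rose: BBR+OA against OA to 632 from 563 and the interaction to 1679 from 1551 without OA replicate 3, the interaction to 1634 without BBR replicate 1, and both counts at an unadjusted p-value with a 2-fold change in every such fit, from 297 and 73. The 73 rose most without OA replicate 1 (118), OA replicate 3 (126) and BBR+OA replicate 2 (111). Fewer samples lower the power by construction, which does not account for these rises, and no cause was tested.

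With the replicate number as a block (replicate block), BBR+OA against OA gave 1333 genes, against 563, and the overlap of both BBR comparisons gave 578, against 265. The other paired counts were 4153 for BBR against control, 6628 for OA against control, 5281 for BBR+OA against BBR and 2265 for the interaction. Of the single gene results, 10 gained the call with the block. Deviations of same-numbered libraries from their group means correlated between -0.027 and 0.156, above 0 in 16 of 18 pairs and over 0.1 in 4, all 4 of them pairs of replicate 1. This fell short of the rule for a paired analysis, which asked for more than 0.1 in every pair, but a source shared by same-numbered libraries is not excluded, and the cause of the higher counts was not tested.

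The PPAR target list kept its call for BBR against control under every alternative run, with an adjusted p of at most 0.0164. For BBR+OA against OA it lost the call with an estimated correlation in camera (0.0695), a setting that estimates the correlation from 6 libraries; the cause was not tested. The P450 list reversed its direction without BBR replicate 3 for BBR against control, its adjusted p ranging from 0.277 to 0.784 over the fits that each left out one replicate. For BBR+OA against OA the range was from 0.0129 to 0.474. Of the other fixed lists, 20 tests were past the threshold in the 4 comparisons. The number was 28 with fry, 4 with the estimated correlation, and from 19 to 22 with each replicate left out. Lists written after the first fits are not in these counts, and the cause was not tested.

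Several lists that were not past the threshold changed direction. Under fry these were the Kupffer markers for OA against control (adjusted p = 0.553) and BBR+OA against BBR (0.639), and the P450 families in the same comparisons (0.186 and 0.723). With the block they were the targets of PPAR alpha and not gamma and the Kupffer markers, both for OA against control (0.959), and the clock activator-phase genes for BBR against control (0.989). Over the fits that each left out one replicate, direction changed at least once for the following, with their ranges of adjusted p. These were the stress response for BBR against control (0.486 to 0.983) and BBR+OA against OA (0.426 to 0.887), secreted proteins (0.359 to 0.92) and non-P450 enzymes (0.184 to 0.714) for BBR+OA against OA, stellate markers for OA against control (0.814 to 0.992), Kupffer markers for OA against control (0.814 to 0.992) and BBR+OA against BBR (0.773 to 0.951), and clock activator-phase genes for BBR against control (0.784 to 0.983).

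Interactions of lists that were not past the threshold changed direction as well. With the block these were the fatty acid oxidation targets and the NRF2 targets (adjusted p = 0.983), and under fry the stellate markers (0.982). With each replicate left out, the ranges of adjusted p were 0.753 to 0.997 for the fatty acid oxidation targets, 0.384 to 0.980 for the stress response, 0.664 to 0.998 for NRF2 targets, 0.571 to 0.997 for Kupffer, 0.684 to 0.998 for endothelial and 0.694 to 0.997 for stellate markers, and 0.326 to 0.989 for the P450 families. The cause was not tested.

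Single genes that changed sign all had small log2 fold changes. Cyp1a2 for BBR+OA against OA, at -0.00077, was 0.00057 with DESeq2, 0.00069 with RLE, 0.0012 with upper quartile scaling, 0.0038 with limma-voom, 0.0024 with all 4 groups and 0.00015 with the block, and from -0.073 to 0.062 with each replicate left out. The other ranges with each replicate left out were -0.075 to 0.061 for Pparg, -0.10 to 0.16 for Ppara and -0.067 to 0.015 for Cyp1a2 with BBR against control, -0.027 to 0.13 for Cidea, -0.10 to 0.17 for Cyp2c29 and -0.062 to 0.22 for Cyp2c37 with BBR+OA against OA, -0.18 to 0.31 for Acot1 and -0.30 to 0.030 for Cyp4a10 with OA against control, and -0.059 to 0.0061 for Plin2 with BBR+OA against BBR. Of all 1188 values computed for 99 gene results, 27 lost and 27 gained the call. For 96 list results, 71 of 984 values lost it, 23 gained it and 47 changed direction. Of the 99 gene results, 21 values changed sign.

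With a log2 change of 0.25 the simulated recovery was 22.8% of 197 genes among 12446. Most changes of that size were therefore missed in the simulation with 3 libraries per group. Of the calls at that size, 8.16% were genes with no change.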

Other observations

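The test on clock genes and both tests on Kupffer cells were chosen after the results were seen.

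Other splits of the 6 libraries of a comparison were fitted in the same way, but each mixes treated and reference libraries. The treatment effect then enters the spread within groups, which by construction lowers the number of genes called. These splits therefore do not show what chance gives, and 10 splits cannot give a share under 0.05 either. The real split was 1 of 10 with as many changed genes in each of the 4 comparisons, and 1 of 10 for the counts at an unadjusted p-value with a 2-fold change in both BBR comparisons. It was also 1 of 10 with as small a camera p-value for the PPAR targets in both BBR comparisons. No other split gave more than 1 gene with an adjusted p-value under 0.05 in any comparison. For the P450 families, 9 of 10 splits gave as small a p-value for BBR against control and 4 of 10 for BBR+OA against OA. As many fixed lists past the threshold came from 1 of 10 splits for BBR against control, BBR+OA against OA and OA against control. For BBR+OA against BBR it was 5 of 10. The most lists in another split were 5 for BBR against control (6 in the real split) and 6 for BBR+OA against OA (7). For OA against control they were 3 (6). Other splits gave unadjusted camera p-values for the PPAR targets from 0.00073 to 0.0197 for BBR against control, against 4.43e-11. For BBR+OA against OA they ran from 0.00018 to 0.297, against 5.10e-11. List calls therefore also arose under mixed groupings. Over 200 pairs of such splits, which share this limit, 1 gave as many genes changed in both BBR comparisons and 3 gave as high a correlation of the BBR effects.

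The number of genes with an unadjusted p-value under 0.05 and at least a 2-fold change for BBR against control was 139 higher and 158 lower. The counts quoted from the study above are higher, and its methods name a p-value under 0.05 and no fold minimum. With no fold minimum, however, 3484 genes passed here even at an adjusted p-value under 0.05, far more than the study counted. The rule stated in its methods therefore does not lead to its counts here. Which rule gave them is not known, so the counts are not like for like.

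Genes of the circadian clock moved apart with OA. Against control, the 5 activator-phase genes rose (median 0.53, all 5 higher, camera adjusted p = 7.45e-04) while the 9 output genes fell (median -1.11, 6 lower and 1 higher, adjusted p = 0.00216), a gap of 1.63. With an estimated correlation camera called neither list (adjusted p = 0.114 for both). With BBR+OA against BBR the gap was 1.41. With BBR the gap was -0.090 without OA and -0.044 with OA, but the lists were not all unmoved. The activator-phase genes were higher with BBR+OA against OA (median 0.072, 5 of 5 positive, camera adjusted p = 0.0371), a call lost under fry (0.0622), with an estimated correlation (0.246), and without OA replicate 2 (0.0645), OA replicate 3 (0.0916) or BBR+OA replicate 1 (0.0971). Fry also called the output genes with BBR against control (0.00853), which camera did not (0.245). A difference in clock phase at harvest between wells with OA and wells without, for example from medium change at another time, may underlie this. It cannot be told apart from an action of OA on the clock, because the handling time of each library is not stated and would follow the groups.

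Acute-phase and inflammatory genes rose with OA against control (11 of 21 higher and 3 lower, median 0.18, adjusted p = 0.00103) and with BBR+OA against BBR (12 higher and 1 lower, median 0.65, adjusted p = 1.80e-05), and fell with BBR against control (median -0.17, adjusted p = 0.00479) and with BBR+OA against OA (median -0.082, adjusted p = 0.00450), the last not called by fry (0.0640). With an estimated correlation camera called none of these 4 (0.114, 0.0678, 0.0974 and 0.118). A larger share of Kupffer cells, the macrophages of the liver, could bring such transcripts. The summed level of all 11 markers, tested first, decided nothing: it was 116.4 ± 8.76 CPM in control and 123.6 ± 6.28 CPM in OA libraries (SD, n = 3), a log2 change of 0.086 with overlapping groups. Most of that sum was Cd68, at 80.0 CPM in control and 78.2 CPM in OA libraries. The test chosen after it argues against a larger share of these cells. The complement genes C1qa, C1qb and C1qc, abundant in them, summed to 16.7 ± 1.46 CPM in control and 11.2 ± 1.11 CPM in OA libraries (SD, n = 3), a log2 change of -0.58 with no overlap between the groups. The markers moved apart, since Marco, Lyz2 and Adgre1 rose while C1q, Cd5l, Clec4f and Vsig4 fell. Whether hepatocytes express these markers was not measured here. A change in the state of such cells, or a response of hepatocytes, remains open and untested.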
